A study of Mus musculus with 28 samples. Its data were reported in "Antibiotics damage the colonic mucus barrier in a microbiota-independent manner" (2024).

How the data were processed

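Colon tissue of 28 mice was profiled by RNA sequencing, with 7 libraries in each of 4 groups: PBS donors, vancomycin donors, germ-free recipients of feces from PBS-treated donors and germ-free recipients of feces from vancomycin-treated donors. Groups were taken from the submitters' sample labels, in which the treatment of a recipient refers to the donor of its feces. The titles number separate mice, so p-values measure the spread between animals. Cages and any pooling of feces are not given, so mice of the same group may not be independent in their microbiota.

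According to the study's methods, poly(A) RNA was made into libraries with a NEBNext Ultra II kit and sequenced single-end. Reads were mapped to mouse cDNA of build GRCm39 with HISAT2 within the RASflow pipeline and counted with featureCounts, and the submitters' processing notes name the same aligner, counter and build. The authors then scaled the values of each library to a fixed total. The deposited values are in TPM, length-corrected shares of transcripts: every library sums to 1000000 over 35453 genes, and the smallest steps between values depend on the gene. The study gives values of single genes in RPKM, which are also corrected for length but need not sum to a fixed total. The unit of the whole table is not given in the sources used here and was read from the values. The tests had been planned for CPM, without a length correction, and were run on TPM with the same design. TPM keep no depth, so no counting interval is given and whole reads cannot be recovered. Because TPM sum to a fixed total, a change in a few abundant transcripts shifts all other genes. Of the 35453 genes listed, 7944 were 0 in every library and 15905 were 0 in over 50% of them, which leaves 19548. A value of 0 is described as listed at 0.

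Genes were matched to GENCODE for GRCm39 by symbol or Ensembl identifier (34793 genes, 98.1%) for coordinates, which count from 1, and for gene classes. Values were transformed as log2(TPM + 1), with a pseudocount of 1, and genes with a mean of at least 1 TPM over all libraries were kept (15491 genes). Changes are on this scale, which understates those of low genes. Counts of mice above or below a group mean also use the mean on this scale, not the mean of TPM. limma 3.58.1 in R 4.3.3 fitted the 4 groups in 1 model (lmFit, then eBayes with trend and robust), without a block or covariate. It tested vancomycin donors against PBS donors, recipients of vancomycin feces against recipients of PBS feces, the difference between both changes, and PBS recipients against PBS donors. All tests were two-sided with Benjamini-Hochberg adjustment, and an adjusted p under 0.05 was the threshold. Relative changes came from the same fit after median-ratio scaling, in which each library is divided by its median ratio to the geometric mean over genes above 0 in every library.

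A total of 21 gene lists and 18 lists of cell type markers were fixed before the data were examined. The exocrine pancreas list was not tested because fewer than 3 members passed the filter, so 38 lists were tested with limma's camera in 4 comparisons, or 152 tests adjusted together, with a preset correlation of 0.01 and again with an estimated one. camera compares a list with all other genes, so a list can have a positive median and lie below them. Named genes followed a rule set before the data were examined: in each comparison the 8 largest rises and 8 largest falls past the threshold with a mean of at least 5 TPM, unnamed gene models and antigen receptor segments left out, then up to 4 members of each list by smallest adjusted p, and always Reg3g, Reg3b, Sqstm1, Ddit3 and Muc2. Bak1, Ap1s1, Gm38393 and Rps18-ps5, which have the smallest adjusted p in a comparison, fall outside it and were chosen after their values were seen.

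Those 5 genes were compared with exact two-sided permutation tests of the difference in mean log2(TPM + 1) over all 3432 divisions of 14 libraries, adjusted over 10 tests. Shares of TPM and principal component scores were compared in the same way, each family adjusted on its own. Principal components used log2(TPM + 1) of the 27509 genes above 0 in any library, centred and scaled to unit variance. A random forest of 200 trees (scikit-learn 1.9.0) was trained on the TPM of 5 libraries per group and tested on the other 2, in 100 random divisions, and again with permuted labels. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

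Treatment labels were permuted 99 times, which with the real labels makes up to 100 splits, after each split and its mirror were counted once. A later second drawing of labels, which called fewer genes in donors, is not used. The limma steps were tested on simulated data in which 200 genes were changed by known amounts. In donors 47.8% of genes changed by 1 log2 unit and 87.9% of those changed by 2 were recovered, and in recipients 43.3% and 77.3%. Alternatives were pseudocounts of 0.25 and 5, no filter, a mean of at least 5 TPM, median-ratio scaling, quantile normalization, library weights, the replicate number as a block, fits of only the groups compared, an exact Mann-Whitney test, a 2-fold limit, fry in place of camera, and each library left out in turn. After the data were seen, fits without mitochondrial genes, on named protein coding genes, with the mitochondrial share as a covariate, and with median-ratio scaling without vancomycin donor 3 were added. Results of some single genes are not reported here.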

Results

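Colonic transcripts were measured by RNA sequencing in 28 mice that fell into 4 groups of 7. Donors were mice with a normal, specific pathogen free microbiota that received either PBS or vancomycin by mouth, at 2.5 mg per dose and 2 doses a day for 3 days. Vancomycin is a glycopeptide antibiotic that acts on Gram-positive bacteria. Recipients were germ-free mice, born without a microbiota, that were given feces of PBS-treated or vancomycin-treated donors and were not dosed themselves. The treated donors therefore met both the drug and the altered microbiota, and the recipients met the transferred microbiota. Whether the feces carried drug into the recipients was not tested. Recipients were also kept for less time after the transfer than the treatment of the donors lasted. Each library was given in TPM, the share of each gene among a fixed total of transcripts, a unit that keeps no record of depth, so the number of reads behind each value is unknown. A mean of 19271.0 ± 532 genes (SD, n = 7) lay above 0 in PBS donors, 19566.4 ± 496 in vancomycin donors, 20336.1 ± 466 in PBS recipients and 20203.9 ± 362 in vancomycin recipients. Vancomycin donor 3 stood apart from the other donors in 27 genes chosen as high in every recipient and nearly absent from the other donors, 2 of them named protein coding genes, at a median of 16.5% of the recipient level. With the genes chosen without the donor in question, any other donor had a median of at most 1.02%. In this library 2 of the 27 were listed at 0.

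The 4 groups could be told apart by their expression profiles. The first principal component held 20.1% of the variance and the second 12.8%, or 32.9% together. Vancomycin mice scored higher than PBS mice on the second component among donors (52.8 ± 18.3 against -12.2 ± 32.4, SD, n = 7, exact two-sided permutation p = 0.00117, adjusted p = 0.0035) and among recipients (38.8 ± 23.2 against -79.5 ± 37.0, exact p = 0.000583, adjusted p = 0.0035). PBS recipients scored higher than PBS donors on the first component (34.4 ± 41.3 against -74.3 ± 80.1, exact adjusted p = 0.0192), while treatment did not separate mice on it among donors (exact adjusted p = 0.187) or recipients (exact adjusted p = 0.206). The PBS groups were also apart on the second component, where PBS recipients scored lower than PBS donors (-79.5 ± 37.0 against -12.2 ± 32.4, exact adjusted p = 0.00932). A random forest classifier put a mean of 85.1% of held-out libraries in their own group over 100 divisions (SD 12.4 over divisions, lowest division 50%). With permuted labels the mean was 26.4%, and the highest single division reached 75%. Vancomycin recipients were placed correctly in 97% of assignments, vancomycin donors in 88%, PBS donors in 78% and PBS recipients in 77.5%. PBS donor 4 was placed with the vancomycin donors in each of its 21 assignments, and PBS recipient 7 with the vancomycin recipients in 27 of 28. PBS donor 6 was placed in its own group in 14 of 34 assignments, PBS recipient 1 in 12 of 26 and vancomycin donor 6 in 23 of 37. Of the 100 genes with the highest importance, 94 had a mean of at least 1 TPM, and 13 of these were pseudogenes, which is 13.8% against 4.14% of all genes at that level (Fisher's exact test, p = 1.27e-04). Without that limit the direction turned, with 18% against 37.2% of all genes listed (Fisher's exact test, p = 4.22e-05).

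**Figure D1:**
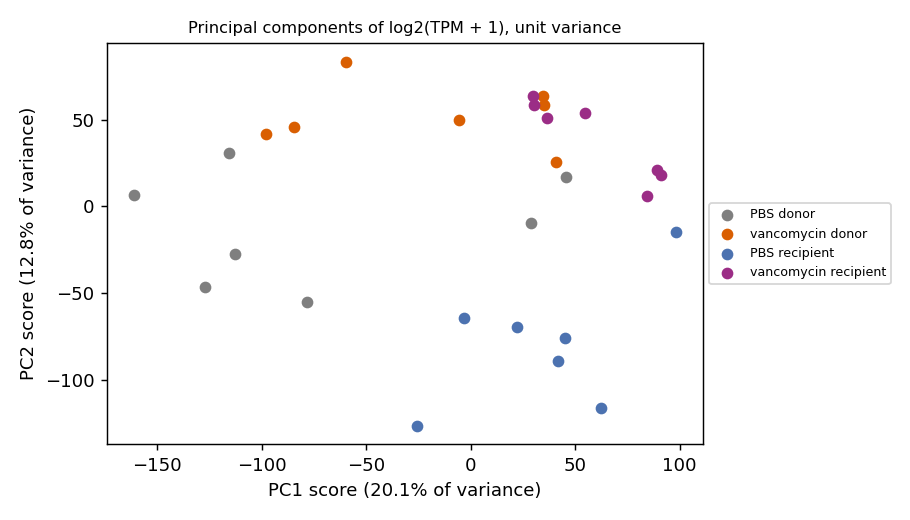
Scores of the 28 libraries on the first and second principal components of log2(TPM + 1), each gene scaled to unit variance, with 1 point per mouse and colours for the 4 groups. Vancomycin mice lie higher on the second component, which holds 12.8% of the variance, in donors and in recipients, and PBS recipients lie lower on it than PBS donors.

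Transcripts of the mitochondrial genome, which encodes subunits of the respiratory chain, took up a much smaller share of the library after vancomycin. Their share was 35.0% ± 16.6 of TPM in PBS donors (SD, n = 7, range 10.96 to 53.3) and 9.29% ± 1.91 in vancomycin donors (range 6.53 to 12.4), an exact permutation p of 0.00117 and an adjusted p of 0.0035. Recipients went the same way, with 20.7% ± 13.1 after PBS feces (range 4.93 to 38.7) and 3.85% ± 0.754 after vancomycin feces (range 3.13 to 4.90, exact adjusted p = 0.0035). PBS recipients minus PBS donors gave -14.3 percentage points, which did not pass the threshold (exact adjusted p = 0.134). In PBS donors a single gene, mt-Co1, held 12.2% ± 6.01 of all TPM, and in vancomycin donors 3.03% ± 0.699. Because TPM sum to the same total in every library, a smaller mitochondrial share raises the value of all other genes. The median log2 change of all tested genes was 0.30 in donors, 0.08 in recipients, 0.24 for the difference between both changes, and 0.29 between PBS recipients and PBS donors. With the mitochondrial genes left out and the rest rescaled it was -0.16 in donors and -0.18 in recipients, so the rise of these 2 medians did not remain. Changes relative to the median gene, obtained by median-ratio scaling, are given beside the values as deposited.

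**Figure D2:**
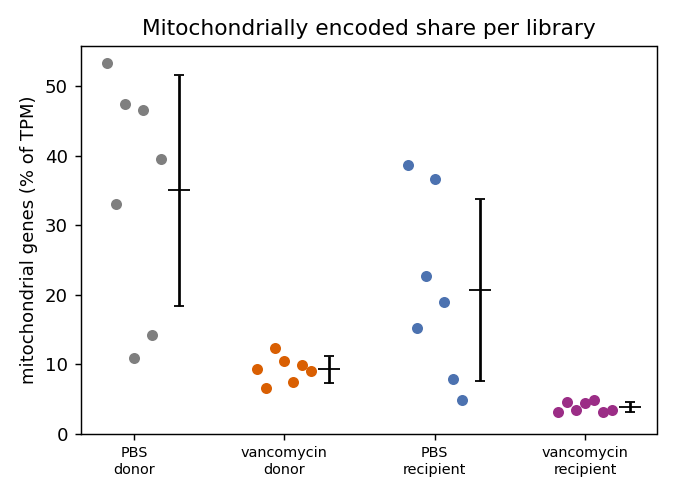
Percentage of TPM from mitochondrially encoded genes in each of the 28 libraries, by group, with 1 point per mouse and the mean ± SD beside the points. Vancomycin donors lie between 6.53 and 12.4%, and PBS donors between 10.96 and 53.3%.

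Mice treated with vancomycin were compared with PBS donors to ask which colonic transcripts differed in animals exposed to the drug. Transcripts of the mitochondrial genome fell, and the genes that rose as deposited included members of the colonocyte, cell junction and autophagy lists. Cyp4f14, a cytochrome P450 that hydroxylates fatty acids (chromosome 17, 33120541 to 33136561, GRCm39), went from 30.8 ± 24.7 to 231 ± 136 TPM (SD, n = 7), a log2 change of 3.17 ± 0.72 (SE, limma adjusted p = 0.00982, higher in 7 of 7 mice than the PBS mean). Cdhr5, a cadherin of the microvilli (chromosome 7, 140848996 to 140856704), went from 323 ± 324 to 983 ± 309 TPM, a log2 change of 2.17 ± 0.45 (adjusted p = 0.0071). The share of mt-Co1 (mitochondrial genome, 5328 to 6872) fell by 1.82 on the log2 scale (SE 0.42, adjusted p = 0.0104, below the PBS mean in all 7 mice). Of 15491 genes tested, 1969 changed at an adjusted p under 0.05 in limma, 1928 higher and 41 lower, or 97.9% higher, and 701 of them by at least 2-fold. With median-ratio scaling 257 genes changed, 118 higher and 139 lower, or 45.9% higher, and 154 were called in the same direction with both scalings. The smallest adjusted p belonged to Bak1, a gene that promotes apoptosis (log2 change 1.31 ± 0.19, adjusted p = 0.00172, and 0.94 with adjusted p = 0.0202 after median-ratio scaling). The 1969 genes moved to 745 without PBS donor 1, 619 without PBS donor 3, 3385 without PBS donor 4, 945 without PBS donor 5, 3107 without PBS donor 6, 1133 without PBS donor 7, 1211 without vancomycin donor 2 and 1251 without vancomycin donor 5. With the mitochondrial genes left out and the rest rescaled, 274 genes changed, 72 higher and 202 lower, and with the mitochondrial share as a covariate, which goes with treatment, 0 did.

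Among the gene lists fixed beforehand, the mitochondrially encoded list fell in donors, with 12 of 13 members past the threshold over all genes and 13 adjusted over the list alone (median log2 change -1.77, and -2.15 with 11 lower after median-ratio scaling). Its call in limma's camera test, which asks whether a list moved apart from the other genes, had an adjusted p = 3.79e-28 with the preset correlation of 0.01 and an adjusted p = 0.28 with an estimated correlation. With the preset correlation such calls numbered 15 of 38 lists in donors, 14 in recipients and 11 between the PBS groups, while other splits of the libraries gave medians of 13, 13 and 12 and up to 21, 21 and 20. Nuclear genes of the respiratory chain went the other way, with 21 of 35 members higher, 32 adjusted over the list alone, and a median of 0.71 (adjusted p = 1.12e-08, and adjusted p = 0.880 with an estimated correlation). After median-ratio scaling none of them passed over all genes or adjusted over the list alone, and the median was 0.33. The list kept its call (adjusted p = 2.99e-06, and adjusted p = 0.752 with an estimated correlation). Cox4i1, a subunit of complex IV, rose by 1.01 ± 0.25 as deposited (adjusted p = 0.0136), and by 0.63 relative to the median gene, where it did not pass (adjusted p = 0.126). Of 49 autophagy genes 15 were higher, 23 adjusted over the list alone, with a median of 0.58 (adjusted p = 3.59e-05, and adjusted p = 0.880 with an estimated correlation). They included Gabarap, which builds autophagosome membranes (1.02 ± 0.22), the protease Atg4b (1.24 ± 0.27) and the lysosomal protein Lamp2 (0.92 ± 0.21). After median-ratio scaling none of the 49 passed over all genes and 5 were higher adjusted over the list alone, with a median of 0.21 (adjusted p = 8.80e-04, and adjusted p = 0.752 with an estimated correlation). Endoplasmic reticulum (ER) stress genes had 6 of 38 members higher, 10 adjusted over the list alone, with a median of 0.59 (adjusted p = 0.0329, and adjusted p = 0.880 with an estimated correlation), among them the chaperone Dnajb9 (1.26 ± 0.28) and Derl2, a factor of ER-associated degradation (1.08 ± 0.24). After median-ratio scaling none of the 38 passed over all genes and 2 adjusted over the list alone (median 0.21, adjusted p = 0.0163, and adjusted p = 0.752 with an estimated correlation). For comparison, 1928 of all 15491 genes tested were higher as deposited and 118 after median-ratio scaling. Autophagy and ER stress are themes the study drew in part from these mice, so the counts of these 2 lists are not independent evidence of their direction.

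Members of the cell junction and mature colonocyte lists also rose in the donors as deposited, where 1928 of all 15491 genes tested were higher. Tight junction and barrier genes had 12 of 21 members higher, 15 adjusted over the list alone, with a median of 1.48 (adjusted p = 2.98e-05, and adjusted p = 0.880 with an estimated correlation). After median-ratio scaling Cdhr5 alone passed over all genes (1.79, adjusted p = 0.0312). Over the list alone 12 members were higher, and the median was 1.10 (adjusted p = 7.07e-08, and adjusted p = 0.752 with an estimated correlation). The claudins Cldn3, Cldn4 and Cldn7, which seal the space between epithelial cells, rose by 1.89, 1.88 and 1.76. Markers of mature colonocytes had 7 of 15 members higher, 11 adjusted over the list alone, with a median of 1.56 (adjusted p = 0.00306, and adjusted p = 0.880 with an estimated correlation). After median-ratio scaling none passed over all genes and 5 adjusted over the list alone, with a median of 1.18 (adjusted p = 2.02e-05, and adjusted p = 0.752 with an estimated correlation). Guca2a, which encodes guanylin, went from 298 ± 296 to 1381 ± 976 TPM (log2 change 2.25 ± 0.53, adjusted p = 0.0121). Oxidative stress genes had 5 of 18 members higher, 12 adjusted over the list alone (median 0.70, adjusted p = 0.00138), and fatty acid oxidation genes 3 of 22, 6 adjusted over the list alone (median 0.79, adjusted p = 0.0231). Markers of fat cells had 4 of 10 members higher, 5 adjusted over the list alone (median 1.17, adjusted p = 0.0408), led by Cfd (2.97 ± 0.94) and Adipoq (2.17 ± 0.69). Each of these 3 list calls had an adjusted p = 0.880 with an estimated correlation. After median-ratio scaling no member of them passed over all genes, and 1, 0 and 4 were higher adjusted over the list alone. The lists kept their calls (adjusted p = 7.41e-04, 0.00254 and 0.00151, and adjusted p = 0.752 each with an estimated correlation). Lists that limma's camera test placed low against the other genes, with no single member past the threshold, were B and plasma cells (median -0.76, adjusted p = 4.96e-06), proliferation (-0.09, adjusted p = 2.02e-04), macrophages and dendritic cells (-0.20, adjusted p = 5.80e-04), enteric neurons and glia (-0.19, adjusted p = 8.46e-04), fibroblasts (-0.02, adjusted p = 0.0367) and posterior Hox genes (-0.29, adjusted p = 0.0408). Each had an adjusted p = 0.880 with an estimated correlation. After median-ratio scaling the fibroblast and Hox lists no longer passed (adjusted p = 0.0997 and 0.391). Single genes called with both scalings included Gcnt3, which branches mucin glycans (2.23 as deposited, 1.86 after median-ratio scaling), and Cyp3a13 (2.50 and 2.14).

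**Figure D3:**
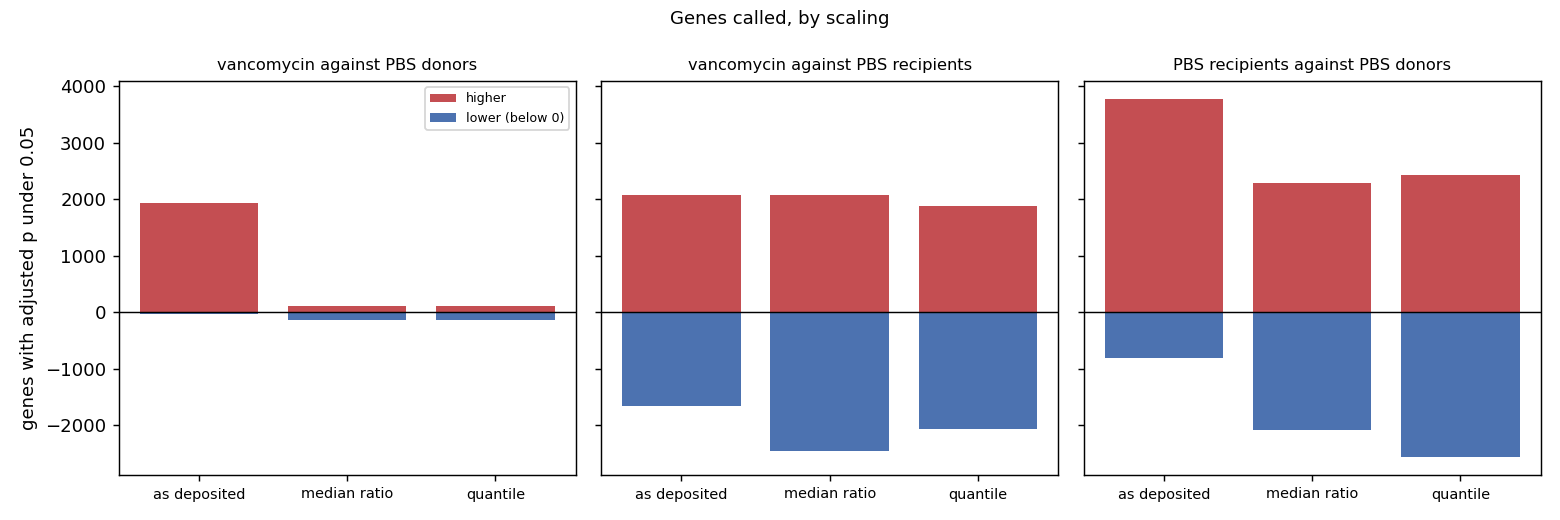
Number of genes with an adjusted p under 0.05 in limma, higher above 0 and lower below 0, for 3 comparisons under the scaling as deposited, median-ratio scaling and quantile normalization. In donors the count goes from 1969 as deposited to 257 with median-ratio scaling, and in recipients from 3732 to 4531.

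Germ-free mice that received feces of vancomycin-treated donors were compared with those that received feces of PBS-treated donors, which addresses the effect of the altered microbiota without dosing of the mice. Among the genes that rose were the lectin Reg3b and members of the ER stress, heat shock, sterol synthesis and oxidative stress lists. Among those that fell were all 13 mitochondrially encoded genes and members of the B cell, macrophage and MHC class II lists. Reg3b, a lectin that binds bacteria (chromosome 6, 78347640 to 78350455), went from 30.01 ± 65.2 to 5001 ± 5371 TPM (SD, n = 7), a log2 change of 6.22 ± 1.52 (limma adjusted p = 0.00514). On the log2 scale 6 of 7 recipients of vancomycin feces lay above the PBS mean, and their values ranged from 7.06 to 12614 TPM. Pax5, the transcription factor that maintains B cell identity (chromosome 4, 44524757 to 44710487), fell by 5.21 on the log2 scale (SE 1.17, adjusted p = 0.00302), from 511 ± 488 to 50.5 ± 86.8 TPM. In total 3732 genes changed, 2066 higher and 1666 lower, and 1887 of them by at least 2-fold. With median-ratio scaling 4531 changed, 2072 higher and 2459 lower, and 3603 were called in the same direction with both. The balance moved further with the mitochondrial genes left out and the rest rescaled (1213 higher and 3426 lower). With the mitochondrial share as a covariate, which goes with treatment, 610 were higher and 2646 lower. Ap1s1, a subunit of a clathrin adaptor, had the smallest adjusted p (4.23e-05, log2 change 1.83 ± 0.21). Some of the largest changes lie in gene families whose reads can be shared between near-identical copies and are uncertain, namely Tmed2b (3.75), Ppp1ccb (3.21), Ugt1a7c (2.95) and Ugt1a9 (-5.02), which was listed at 0 in all vancomycin donors.

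Members of immune lists fell in the recipients of vancomycin feces, where 1666 of all 15491 genes tested were lower. B and plasma cell markers had 11 of 14 members lower, the same number adjusted over the list alone, with a median of -2.74 (adjusted p = 7.17e-06, and adjusted p = 0.880 with an estimated correlation). Cd79a, a part of the B cell receptor, fell by 3.42 (SE 1.04). Macrophage and dendritic cell markers had 7 of 14 members lower, 9 adjusted over the list alone (median -1.03, adjusted p = 2.30e-05, and adjusted p = 0.880 with an estimated correlation), including the chemokine receptor Cx3cr1 (-1.77 ± 0.33) and the growth factor receptor Csf1r (-1.29 ± 0.32). T and NK cell markers had 4 of 14 lower, also adjusted over the list alone (median -0.99, adjusted p = 0.00235, and adjusted p = 0.880 with an estimated correlation). Of 25 genes of MHC class II and the interferon gamma response, 6 were lower, also adjusted over the list alone (median -0.38, adjusted p = 0.0329, and adjusted p = 0.880 with an estimated correlation). They included H2-Ab1, a chain of MHC class II (from 420 ± 222 to 128 ± 144 TPM, log2 change -2.40 ± 0.59), and Cd74, its invariant chain (-2.40 ± 0.71). All 13 mitochondrially encoded genes were lower (median -2.11, adjusted p = 4.15e-12, and adjusted p = 0.880 with an estimated correlation), 13 also adjusted over the list alone. Medians after median-ratio scaling kept these signs and lay between -0.43 and -2.79, although the MHC class II list then had an adjusted p = 0.0549. Members lower over all genes then numbered 10 of the macrophage and dendritic cell markers and 8 of the MHC class II list.

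Members of protein folding and metabolism lists rose in the same mice, where 2066 of all 15491 genes tested were higher. ER stress genes had 17 of 38 members higher and Ddit3 lower, or 22 and 1 adjusted over the list alone, with a median of 0.74 (adjusted p = 1.65e-04, and adjusted p = 0.880 with an estimated correlation). Canx, an ER chaperone, went from 165 ± 134 to 526 ± 153 TPM (1.89 ± 0.31), and Xbp1 (1.19 ± 0.26), Hyou1 (1.16 ± 0.27) and Pdia6 (1.14 ± 0.27) rose with it. Heat shock genes had 9 of 15 members higher, also adjusted over the list alone (median 0.66, adjusted p = 0.00145, and adjusted p = 0.880 with an estimated correlation), led by the cochaperone Dnaja1 (1.49 ± 0.30). Sterol synthesis had 8 of 21 higher, 11 adjusted over the list alone (median 0.77, adjusted p = 0.00109, and adjusted p = 0.880 with an estimated correlation). Oxidative stress genes had 6 of 18 higher, and 6 higher and 1 lower adjusted over the list alone (median 0.58, adjusted p = 0.0374, and adjusted p = 0.880 with an estimated correlation), among them the peroxiredoxin Prdx1 (1.52 ± 0.29) and the sulfiredoxin Srxn1 (1.52 ± 0.27). Fatty acid oxidation had 4 of 22 higher, also adjusted over the list alone (median 0.75, adjusted p = 0.00185), and fat cell markers 6 of 10, also adjusted over the list alone (median 1.31, adjusted p = 0.00423). Each had an adjusted p = 0.880 with an estimated correlation. Autophagy had 12 members higher and 1 lower of 49, or 12 and 2 adjusted over the list alone (median 0.29, adjusted p = 0.0418), nuclear respiratory genes 7 of 35, also adjusted over the list alone (median 0.19, adjusted p = 0.0408), and tight junction genes 3 of 21, also adjusted over the list alone (median 0.76, adjusted p = 0.047). With an estimated correlation these calls had adjusted p values of 0.880, 0.890 and 0.880. After median-ratio scaling the nuclear respiratory list had an adjusted p = 0.0668, 5 autophagy genes were lower, and 8 sterol genes were higher adjusted over the list alone. Goblet cell genes moved both ways, with 2 of 24 higher and 2 lower, also adjusted over the list alone (adjusted p = 0.605). Galnt3, which starts mucin glycans, rose by 1.97 ± 0.54, while St6galnac1, which caps them with sialic acid, fell by 1.62 (SE 0.31).

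The changes in donors and recipients, which also differ in the time of exposure, were then compared directly, since a gene called in one kind of mouse and not in the other need not differ between them. No gene had a change that differed between donors and recipients in limma, where the smallest adjusted p was 0.12 (Gm38393), and 1727 genes had an unadjusted p under 0.05. With median-ratio scaling the count was again 0, with 1488 genes at an unadjusted p under 0.05, while limma with a weight for each library called 583. The count was 1 without PBS donor 7, PBS recipient 4 or vancomycin recipient 2, 5 or 7, and 2 without PBS recipient 7. Across the 15491 genes the log2 changes of donors and recipients correlated with a Pearson r of 0.685 and a Spearman rho of 0.696 (0.672 and 0.682 after median-ratio scaling). Genes are not independent replicates, and the comparisons share no library. Permuting the treatment labels within donors and within recipients gave a median r of -0.03 and a highest r of 0.608 in 99 draws. Both comparisons called 982 genes higher and 32 lower, against 257.1 and 4.41 from independent lists, and none in opposite directions. After median-ratio scaling these were 87 and 116, against 15.8 and 22.1. Of the 1969 genes called in donors, 1881 (95.5%) had the same sign in recipients, against 72.3% of all 15491 genes. For the difference between donors and recipients, no autophagy gene passed the threshold over all genes or adjusted over the list alone. The median difference of that list was 0.26 (-0.02 after median-ratio scaling). limma's camera test, which only compares the list with the other genes, did not place it apart (adjusted p = 0.399). In simulated data with the same spread, limma recovered 10.4% of genes whose change differed by 1 log2 unit and 68.2% of those that differed by 2, so that smaller differences would mostly be missed.

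Reg3g, Reg3b, Sqstm1, Ddit3 and Muc2, chosen for the themes of antimicrobial defence, autophagy, ER stress and mucus, were tested singly with an exact two-sided permutation test over all divisions of the 14 mice and adjustment over 10 tests. The study showed Reg3g, Reg3b and Sqstm1 in these same mice, so their results are not independent evidence of direction. Counts of mice above the PBS mean are again on the log2 scale. Reg3b was higher in vancomycin donors (log2 difference 4.46, exact adjusted p = 0.0131, 7 of 7 mice above the PBS mean) and in recipients of vancomycin feces (6.22, exact adjusted p = 0.0221, 6 of 7). Reg3g, the related lectin (chromosome 6, 78443246 to 78445859), was higher in recipients (4.45, exact adjusted p = 0.0316, 6 of 7), and its difference of 2.60 in donors missed the threshold (exact adjusted p = 0.0656, 6 of 7). Reads of both lectins can be shared between their similar sequences. Sqstm1, which encodes the autophagy receptor p62 (chromosome 11, 50089572 to 50107684), went from 264 ± 77.7 to 465 ± 91.0 TPM in donors (SD, n = 7, log2 difference 0.85, exact adjusted p = 0.00583, 7 of 7) and from 212 ± 29.6 to 291 ± 70.7 TPM in recipients (0.43, exact adjusted p = 0.0316, 6 of 7). Relative to the median gene its differences were 0.48 (exact adjusted p = 0.0427) and 0.33 (exact adjusted p = 0.114). The difference between the changes of Sqstm1 in donors and recipients did not pass the threshold (limma adjusted p = 0.576). In simulated data limma recovered 0 of 67 genes whose change differed by 0.5 log2 units. A difference of Sqstm1 between donors and recipients is therefore not excluded. Ddit3, which encodes the ER stress factor CHOP (chromosome 10, 127124268 to 127132163), fell by 0.66 in recipients (exact adjusted p = 0.0131, 0 of 7 mice above the PBS mean). In donors its difference was 0.33 as deposited and -0.03 after median-ratio scaling, and neither passed (exact adjusted p = 0.0848 and 0.863). Muc2, the main secreted mucin of the colon (chromosome 7, 141276583 to 141308430), was higher in recipients of vancomycin feces, at 4914 ± 2082 against 2511 ± 646 TPM (0.91, exact adjusted p = 0.00874, 7 of 7). The donors' Muc2 values of 2155 ± 1896 and 1252 ± 848 TPM overlapped (0.61, exact adjusted p = 0.477, 5 of 7). In limma, which adjusts over all genes, the recipients' Muc2 and Sqstm1 and the donors' Reg3b had adjusted p values of 0.276, 0.109 and 0.0506. With the mitochondrial genes left out and the rest rescaled, 1 of the 7 exact calls stayed past the threshold, the lower Ddit3 of the recipients, and the others had exact adjusted p values of 0.0525 to 0.448. Their log2 differences were then 4.05 for Reg3b in donors, 5.97 for Reg3b, 4.18 for Reg3g and 0.61 for Muc2 in recipients, and 0.33 and 0.13 for Sqstm1 in donors and recipients.

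Some of these exact tests lay near the threshold and crossed it when a mouse was left out. Reg3g in donors passed without vancomycin donor 2, 5 or 7 (log2 differences 3.19, 2.95 and 2.98, exact adjusted p = 0.0233, 0.0414 and 0.0437), and Ddit3 in donors passed without vancomycin donor 5 (0.41, exact adjusted p = 0.0401). Reg3g in recipients missed the threshold without PBS recipient 1 (exact adjusted p = 0.0563), 2, 6 or 7 (each 0.0541) or 3 (0.0583), and without vancomycin recipient 1 (0.0541) or 2 (0.0525). Its log2 difference was 4.31 to 4.45 in the former and 3.63 and 3.91 in the latter, against 4.45 with all mice. Sqstm1 in recipients missed it without PBS recipient 1 or 3 (exact adjusted p = 0.0616 each) or 4 (0.0533), and without vancomycin recipient 1 (0.0541), 2 (0.055) or 5 (0.0558). Its log2 difference then lay between 0.36 and 0.42, against 0.43 with all mice.

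**Figure D4:**
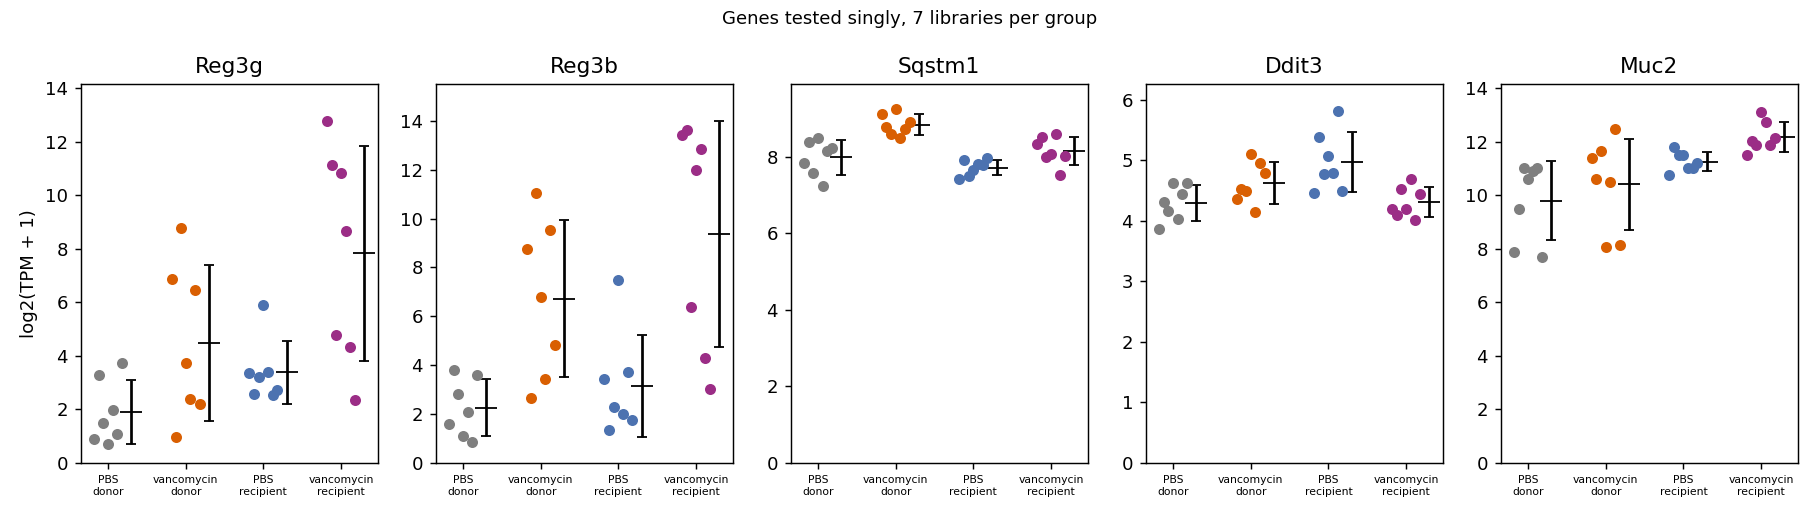
Values of Reg3g, Reg3b, Sqstm1, Ddit3 and Muc2 on the log2(TPM + 1) scale in the 4 groups, with 1 point per mouse and the mean ± SD beside the points. Reg3b in recipients of vancomycin feces ranges from 7.06 to 12614 TPM, and all 7 of these mice lie above the PBS recipients' mean for Muc2.

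PBS recipients were compared with PBS donors to describe the background on which both treatments acted, since recipients were germ-free Swiss Webster mice and the strain of the donors is not given in the sources used here. Members of the goblet cell, interferon, MHC class II and T cell lists were higher in the recipients, and members of the smooth muscle and enteric neuron lists were lower. Zg16, a lectin of the mucus layer (chromosome 7, 126649302 to 126686500), stood at 4573 ± 2698 TPM in PBS recipients and 785 ± 1058 in PBS donors (SD, n = 7, log2 difference 3.60 ± 0.71, limma adjusted p = 6.61e-04, 7 of 7 above the donor mean). Clca1, a protease of the mucus, stood at 5732 ± 3334 and 821 ± 1117 TPM (3.56 ± 0.66), and the peptides Retnlb (4.20 ± 0.99) and Tff3 (2.84 ± 0.63) and the enzyme St6galnac1 (3.97 ± 0.31) were higher too. In all 4584 genes differed, 3775 higher and 809 lower in the recipients, or 82.4% higher. With median-ratio scaling 4361 differed, 2283 higher and 2078 lower, or 52.4% higher, and 3092 were called in the same direction with both scalings. A pseudogene, Rps18-ps5, had the smallest adjusted p (4.96e-19), while Rps18 itself was lower (-1.80 ± 0.25), so that both are uncertain. Among the largest differences, Itln1 (6.27 ± 0.52), Eno1b (6.30 ± 0.53) and H2-T3 (5.57 ± 0.86) were higher and Ifit1bl1 (-5.96 ± 0.44), Trim12a (-3.49 ± 0.29) and Nxpe4 (-3.57 ± 0.66) were lower in the recipients.

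Of all 15491 genes tested, 3775 were higher and 809 lower in PBS recipients as deposited. Goblet cell genes had 8 of 24 members higher in PBS recipients, also adjusted over the list alone (median 0.88, adjusted p = 0.0367, and adjusted p = 0.880 with an estimated correlation). The interferon list had 17 of 25 members higher, or 18 higher and 1 lower adjusted over the list alone (median 1.44, adjusted p = 0.00116, and adjusted p = 0.880 with an estimated correlation), with Mx2 at 2.44 ± 0.47. The MHC class II and interferon gamma list had 16 of 25 higher, 17 adjusted over the list alone (median 1.55, adjusted p = 0.00337, and adjusted p = 0.880 with an estimated correlation), with the peptide transporter Tap1 at 2.15 ± 0.44. T and NK cell markers had 12 of 14 higher, also adjusted over the list alone (median 1.82, adjusted p = 2.02e-04, and adjusted p = 0.880 with an estimated correlation), with Cd3d at 2.95 ± 0.55. List differences were also seen in nuclear respiratory genes (19 of 35 higher, 23 adjusted over the list alone, median 0.60, adjusted p = 0.00138), tight junctions (11 of 21, 12 adjusted over the list alone, median 1.19, adjusted p = 0.0408) and ribosomal proteins (18 of 46 higher and 2 lower, 25 and 2 adjusted over the list alone, median 0.52, adjusted p = 0.0422). With an estimated correlation these calls had adjusted p values of 0.880, 0.880 and 0.890. Smooth muscle genes had 9 of 12 members lower, 12 adjusted over the list alone (median -1.47, adjusted p = 1.91e-07, and adjusted p = 0.880 with an estimated correlation), with the muscle myosin Myh11 at -1.5 ± 0.48. Enteric neuron and glia genes had 6 of 15 lower, 7 adjusted over the list alone (median -1.33, adjusted p = 2.73e-07, and adjusted p = 0.880 with an estimated correlation), with the neuropeptide Vip at -2.23 ± 0.46. Fibroblast genes had 2 of 11 lower, also adjusted over the list alone (median -0.84, adjusted p = 1.64e-04), and mitochondrially encoded genes 3 of 13, 2 adjusted over the list alone (median -0.82, adjusted p = 4.77e-06). Each had an adjusted p = 0.880 with an estimated correlation. After median-ratio scaling the ribosomal list had an adjusted p = 0.19 and all these medians kept their sign. Counts adjusted over the list alone were then 3 higher and 3 lower for ribosomal proteins, 11 and 1 for nuclear respiratory genes, 9 higher for tight junctions, 17 and 2 for the MHC class II list, 17 and 1 for the interferon list, 8 lower for fibroblasts, 12 lower for neurons and glia, and 12 lower for mitochondrially encoded genes. Lists of ion and water transport (adjusted p = 0.0103), inflammatory cytokines (adjusted p = 0.0185) and B and plasma cells (adjusted p = 0.0192) then gained a call. With an estimated correlation these had adjusted p values of 0.752, 0.752 and 0.791.

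After median-ratio scaling 19 lists had a call in donors, against 15 as deposited. Those called only then were ion and water transport (adjusted p = 0.00125), type I and III interferon (adjusted p = 0.00394), bile acid handling (adjusted p = 0.0116), immediate early genes (adjusted p = 0.0163) and the antimicrobial list (adjusted p = 0.0467), all high against the other genes. Ribosomal proteins (adjusted p = 0.0194) were also called only then and lay low. With an estimated correlation these 6 lists had adjusted p values of 0.752, 0.791, 0.752, 0.752, 0.752 and 0.857. Lists without a call as deposited also held single changed genes. Slc51b, a bile acid exporter, rose in donors (1.93 ± 0.43) and recipients (1.26 ± 0.43) among 9 bile acid genes, 3 of which rose in donors (3 adjusted over the list alone) and 1 in recipients (0 adjusted over the list alone). The antimicrobial list had 1 of 18 higher in donors, 4 adjusted over the list alone, and 4 in recipients, 4 adjusted over the list alone. Xenobiotic metabolism had 5 of 22 members higher in donors, 5 adjusted over the list alone, and 1 in recipients, 1 adjusted over the list alone. Immediate early genes had 6 of 19 higher in donors, 8 adjusted over the list alone, and ion and water transport 3 of 22, 3 adjusted over the list alone. After median-ratio scaling the donors had none of the bile acid, antimicrobial and immediate early genes past the threshold over all genes, and 1 gene each in xenobiotic metabolism and ion transport. Adjusted over the list alone there were 1, 0, 1, 3 and 3, and Slc51b in donors had a change of 1.60 (adjusted p = 0.0542). Inflammatory cytokines had 2 of 16 members lower in recipients of vancomycin feces, 2 adjusted over the list alone, namely Ccl20 (-2.25 ± 0.55) and Tnf (-1.13 ± 0.32). Median log2 changes in donors and recipients were 0.57 and 0.37 for the circadian clock, 0.22 and -0.23 for enteroendocrine cells, 0.23 and 0.14 for crypt stem cells, 0.15 and -0.23 for endothelium, -0.06 and -0.66 for neutrophils, 0.20 and -0.19 for mast cells and eosinophils, and -0.09 and -0.32 for skeletal muscle. The tuft cell list had 2 of 7 members lower in recipients, 2 adjusted over the list alone, and none past the threshold in donors. The donors' values for enteroendocrine, stem, endothelial and mast cells turned negative after median-ratio scaling (-0.15, -0.10, -0.20 and -0.10). The mean change had the opposite sign to the median for skeletal muscle in donors (0.24) and recipients (0.10) and for neutrophils in donors (0.17). Of 4 Y-linked genes, Uty fell by 1.91 in recipients of vancomycin feces (SE 0.58), 3 were lower adjusted over the list alone, and 3 over all genes after median-ratio scaling. The median of that list was -0.13 in donors and -0.62 in recipients.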

Values the study reported

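The study reported that the leading pair of principal components of these colon samples held 39% of the variance. Of the 35,453 genes in its table, 20,472 entered the analysis, because genes at 0 in more than 50% of the libraries were set aside. Its classifier used 200 trees and 10,000 iterations, with 5 samples per group for training and 2 for testing, and the study plotted the 200 genes that predicted the groups best. Recipients stayed in isolator cages for 24 hours after the transfer, before colon tissue was taken.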

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

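All tests of explanations in this part, and all counts of other splits, were chosen only after the result was seen, except the correction for gene length and GC content, which was set beforehand. Permuted labels had also been planned for the correlation and the random forest, but the rule for reading their counts was set afterwards.

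In donors the mitochondrial share of TPM was lower after vancomycin and 97.9% of the changed genes were higher. That direction cannot be told apart from an effect of scaling to a fixed sum, because TPM hold no absolute level and the 26.3% of donor calls that were higher without mitochondrial genes follow a rescaling that moves all other genes of a library by the same factor. The lower mitochondrial transcripts themselves are not explained by a trend on gene length or GC content shared with the other genes. Their median change relative to the median gene was -2.12 (SD 0.346 over members) before and -1.88 (SD 0.382) after correction, with 11 and 8 of 13 genes past the threshold. The trend was fitted on the other genes only, so a bias particular to mitochondrial transcripts was not tested. Fewer mitochondria per cell cannot be told apart, since it was assumed and not tested that nuclear respiratory genes would fall with them. Their median relative to the median gene was 0.33 in donors, with none of 35 past the threshold, and 0.08 in recipients. Undosed recipients of vancomycin feces had a lower share too, from 20.7% to 3.85% of TPM (list median -2.11, 13 of 13 genes lower, against -1.77 and 12 of 13 in donors), so an effect of the altered microbiota or of the drug stays open, as do RNA quality and RNA handling, which were not tested.

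Vancomycin donor 3 held transcripts typical of recipients: its gap to the nearest vancomycin donor made up 0.961 of the group's range, and that of PBS donor 7 made up 0.784 among PBS donors, each on genes chosen without the donor in question. On 27 genes nearly absent from other donors, a set widened after a first one of 8 genes, this library stood at a median of 16.5% of the recipient mean (quartiles 12.3 and 20.04%). This argues against a mislabelled recipient, since the lowest recipient stood at 39.8% of the others (quartiles 28.2 and 52.2%), and Ifit1bl1 was at 220.5 TPM here and at most 0.477 in recipients. A mixed sample cannot be told apart, as 22 of the 27 genes lay between that share of the lowest and of the highest recipient, but 4 lay below and 1 above, with Rps18-ps5 and Rpl21-ps7 listed at 0, and Gm10359, at 52.4 TPM or more in the other donors, was listed at 0 too. Reads shared with near-identical copies cannot be told apart on 2 protein coding genes, at 17.5%, and a sample from outside these groups was not tested.

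Between PBS recipients and PBS donors, 11.9% of 641 pseudogenes but 2.21% of 14279 named protein coding genes differed at least 4-fold, a ratio of 5.38 (Fisher's exact test, p = 1.72e-29), as strain variants against the reference could give. Smooth muscle genes had a median of -1.79 relative to the median gene (SD 0.319 over 12 members) and enteric neuron and glia genes one of -1.64 (SD 0.428 over 15 members). The difference of -0.15 between these medians is consistent with less muscle wall in the recipient samples. The microbiota, the strain, the germ-free rearing and the time after transfer go together with the groups, and none of these was tested apart.

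Reg3g in PBS recipient 4 stood apart from the other PBS recipients by 0.743 of the group's range, and Reg3b in the same mouse by 0.617. In all 34 groups of values were examined, over library measures and the 5 genes tested singly, and 4 samples passed Dixon's critical value, where chance gives about 1 in 20 groups.

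In the difference between the changes of donors and recipients, which had a median of 0.24 over all genes, limma's camera test with the preset correlation placed 15 lists apart from the other genes. It does not test whether a list differed between donors and recipients: no member of the 15 passed over all genes, and 3 tuft cell and 1 macrophage and dendritic cell genes were higher adjusted over the list alone. In limma's fry test, which asks whether the members of a list moved one way on balance, the lowest adjusted p was 0.0871 (tuft cells). Low against the other genes were proliferation (adjusted p = 4.53e-09), heat shock (2.8e-06), sterol synthesis (7.54e-06), ER stress (0.00138), smooth muscle (0.00288), fibroblasts (0.0135), the antimicrobial list (0.0418) and fatty acid oxidation (0.047, with a median of 0.79 in donors and 0.75 in recipients). High against them were type I and III interferon (adjusted p = 0.0101), macrophages and dendritic cells (0.0117), T and NK cells (0.0256), nuclear respiratory genes (0.0298), MHC class II (0.0408), tuft cells (0.0408) and B and plasma cells (0.047). With an estimated correlation each had an adjusted p = 0.880. After median-ratio scaling 11 of the 15 were called, and nuclear respiratory genes (adjusted p = 0.183), fibroblasts (0.0549), fatty acid oxidation (0.096) and the antimicrobial list (0.521) were not.

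Other splits of the libraries were compared with the real one. Donors and recipients were permuted together in the same fit. The recipients' real change then widens the shared spread of a drawn split and can lower its donor count, and the reverse. For the 1969 donor genes 4 of 98 splits gave as many, the real one included, and the highest other gave 5245. With this limit chance cannot be excluded. With median-ratio scaling 5 of 98 splits gave 257 genes or more, the highest other 3762, so chance cannot be excluded. The split with 5245 genes sets PBS donors 1, 2, 3, 5 and 7 with vancomycin donors 1 and 4 against the rest, and points to a structure among donor libraries other than treatment. The libraries of that side scored -160.9 to -59.6 on the first principal component. The rest scored -5.78 to 45.6, except vancomycin donor 7 at -84.3. Mitochondrial genes held 10.96% of TPM in PBS donor 4 and 14.2% in PBS donor 6, against 33.1 to 53.3% in the other PBS donors. What this structure is was not tested. No other split reached the 3732 recipient genes (1 of 100, highest other 559), under the same limit of the joint permutation. The 4584 genes between PBS groups were reached by no other split (1 of 98, highest other 2221). Nor was the correlation of 0.685 (1 of 100, highest other 0.608). No permuted division reached the random forest's 85.1% (1 of 100, highest other 75). That value is a mean over 100 divisions, each permuted value is 1 division, and labels were permuted over all 4 groups. Splits of single mice take them as independent, so a chance difference between cages or pooled feces is not excluded. Chance cannot be excluded for the 55 list calls, which 47 of 99 splits reached (highest other 71). By comparison there were 15 calls in donors (median of other splits 13, highest 21), 14 in recipients (13, highest 21), 15 for the difference (14, highest 20) and 11 between the PBS groups (12, highest 20). For the 0 genes that differed between donors and recipients the splits decide nothing, since any split reaches 0 (100 of 100, highest other 2735).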

How the results depend on the processing

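The settings with mitochondrial genes left out or their share as a covariate, with named protein coding genes, and with vancomycin donor 3 left out under median-ratio scaling are tests chosen only after the result was seen. A result past the threshold in no setting counts as kept. TPM keep no depth, so its effect on precision was not tested. A rough proxy is the relative TPM value of 1 read, the commonest log2 ratio to vancomycin recipient 3 over low genes. It ran from 0.457 to 1.07 in PBS donors and 0.36 to 0.941 in vancomycin donors. In PBS recipients it ran from 0.112 to 0.527 and in vancomycin recipients from -0.067 to 0.084, so depth may go with the groups. Count models on whole reads were not run because TPM give no whole reads, and a sex covariate was not applied because Xist is not in the table used and Y-linked genes were expressed in all 28 libraries.

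Donor genes (1969) numbered 257 with median-ratio scaling, 247 with quantile normalization and also without vancomycin donor 3 under median-ratio scaling, 274 without mitochondrial genes, 0 with the mitochondrial covariate, 1 without a filter, 352 with only the donor groups in the fit, 210 with an exact Mann-Whitney test, 701 at 2-fold or more and 5476 with library weights. Recipient genes (3732) numbered 328 without a filter, 1887 at 2-fold or more and 5672 with library weights. Genes between PBS groups (4584) numbered 1150 without a filter, 2163 with the mitochondrial covariate, 2438 with the exact Mann-Whitney test, 2373 at 2-fold or more and 8056 with library weights. The 0 genes that differed between donors and recipients became 4 with a pseudocount of 5, 1 with quantile normalization, 1 without vancomycin donor 3 under median-ratio scaling and 583 with library weights. List calls (55) fell to 0 with an estimated correlation and numbered 40 with fry. As deposited, fry kept the donors' autophagy (adjusted p = 0.00792), ER stress (0.0274) and tight junction (0.0207) calls. It did not keep their B and plasma cell (0.475) or fibroblast (0.957) calls. In recipients it kept ER stress (0.0208) but not autophagy (0.131), MHC class II (0.41) or tight junctions (0.244). After median-ratio scaling the donors' autophagy and ER stress lists had unadjusted fry p values of 0.0042 and 0.142. Exact calls of single genes (7) fell to 1 without mitochondrial genes. The 32.9% of variance rose to 48.6 without unit variance and 47.3 at a mean of at least 1 TPM. Without a filter more genes are tested, but a heavier adjustment alone does not explain the lower counts. Genes at an unadjusted p under 0.05 in limma fell too, from 4458 to 3091 in donors and from 5664 to 5066 in recipients. Between PBS groups they fell from 6531 to 6076. The 1 donor gene called without a filter was not among the 1969. The cause of these and the other shifts was not tested. The recipient count otherwise stayed between 2665 and 4639, the correlation between 0.618 and 0.699 over all settings, and the random forest between 81.8 and 85.0%.

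Leaving out each library in turn gave 619 to 3385 donor genes (745, 619, 3385, 945, 3107 and 1133 without PBS donors 1, 3, 4, 5, 6 and 7, and 1211 and 1251 without vancomycin donors 2 and 5), 2824 to 4344 recipient genes, 0 to 2 that differed, 3156 to 5865 between PBS groups, a correlation of 0.639 to 0.713, 40 to 56 list calls, 5 to 9 exact calls and 32.4 to 34.3% of variance.

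With the mitochondrial covariate the donors' lists of ER stress (adjusted p = 0.899), tuft cells (0.0173), smooth muscle (0.00516), neurons and glia (0.00907) and fibroblasts (0.916) and the genes Atf6 (-0.11), Derl1 (-0.054), Hadha (-0.089), Hadhb (-0.028), mt-Atp6 (0.075), Irf1 (-0.12) and Dhcr7 (-0.046) changed direction; the covariate goes with treatment. The difference between donors and recipients changed direction for tuft cells at a mean of at least 5 TPM (adjusted p = 0.621) and for fatty acid oxidation with fry (0.986); the cause was not tested.

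Replicate numbers showed no clear pairing of the libraries, which does not exclude one. Same-numbered deviations correlated from -0.61 to 0.54 between PBS and vancomycin donors (median 0.12, against -0.038 for other numbers), with 5 of 7 pairs over 0.1. Between the recipient groups they ran from -0.29 to 0.17 (0.085 against -0.030), with 3 of 7. From donors to recipients they ran from -0.21 to 0.25 for PBS (0.043 against -0.0099) and from -0.45 to 0.35 for vancomycin (-0.076 against 0.0033), each with 1 of 7. In each pair of groups at most 1 library correlated best with its own number. With the number as a block 1727, 3752, 0 and 4622 genes were called in the comparisons above and 53 lists; Ddit3 in donors passed (exact adjusted p = 0.0313) and Sqstm1 in recipients did not (exact adjusted p = 0.0586).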

Other observations

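Gene classes outside the fixed lists differed as well. Between PBS recipients and PBS donors 226 of 641 pseudogenes were higher and 21 lower as deposited, where 82.4% of all changed genes were higher, and 172 were higher and 51 lower after median-ratio scaling. In recipients of vancomycin feces 104 were higher and 164 lower, or 102 and 187 after median-ratio scaling. Of 48 immunoglobulin and T cell receptor segments, 8 were lower in recipients of vancomycin feces and none higher, 11 were higher and 2 lower in PBS recipients against PBS donors, and none changed in donors. After median-ratio scaling these were 10 lower and none higher, 10 higher and 5 lower, and none. Pseudogenes held 3.68% ± 0.540 of TPM in PBS recipients, 2.74% ± 0.186 in recipients of vancomycin feces (SD, n = 7, exact permutation adjusted p = 0.0035) and 2.79% ± 0.333 in PBS donors (exact adjusted p = 0.0035).

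Recipients of vancomycin feces had fewer genes at 1 TPM or more than recipients of PBS feces (14566 ± 460 against 15122 ± 386, exact adjusted p = 0.049), and PBS recipients had more genes above 0 than PBS donors, by 1065.1 (exact adjusted p = 0.00839). The relative TPM value of 1 read ran from 0.457 to 1.07 log2 in PBS donors and from 0.112 to 0.527 in PBS recipients. A difference in depth was therefore not separated from that in genes above 0. The most similar libraries had a correlation of 0.98, so no library was a copy of another.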
